A study of Mus musculus with 23 samples.

How the data were processed

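RNA was sequenced from 23 cultures of mouse embryonic stem cells. Per the labels, total RNA was depleted of ribosomal RNA and made into strand-specific libraries, which were read as 75 bp pairs on an Illumina NextSeq. The authors deposited 1 table per library with estimated counts per gene symbol, in the columns that the quantifier salmon writes, per the file headers. The version of salmon, the transcriptome, the genome build and any read filter are not stated in the headers or the labels. A second deposited table holds counts for all 23 libraries, and its cells equal the rounded estimated counts (0 cells differ). Neither table is normalized. Salmon shares reads among transcripts that resemble each other, so the estimated counts of close paralogs are less certain than those of single-copy genes. The deposited tables also give an effective length per gene in bases, which served 1 alternative.

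Libraries were grouped by the labels into 8 groups from 3 factors: ERF wild type or knockout, RAS present or deleted, and the medium. Replicate numbers come from the same labels. Each group holds 3 libraries, except that the group with ERF wild type and RAS present in FA holds 2. No batch or date was given in the labels. Every library labelled RAS deleted had received 4-hydroxytamoxifen, so the drug and the deletion cannot be separated in this design.

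The estimated counts were rounded to whole numbers. Total counts per library ran from 16.2 to 29.9 M, with a median of 22.0 M. A single predicted gene, Gm26917, took 17.6 to 27.9% of each library; it was singled out after its values were seen. Replicates of a group were compared by a chi-square statistic per degree of freedom over genes with at least 20 counts in the pair. It ran from 3.04 to 45.0 over 22 pairs, so no pair agreed within sampling noise and every library counted as 1 replicate.

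Genes were tested with edgeR 4.0.16 in R 4.3.3: low-count genes were removed with filterByExpr, library sizes were scaled by TMM, and a robust quasi-likelihood test was run in 1 model of all 23 libraries with a coefficient per group. Of 53607 gene rows, 20372 were tested. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Standard errors are the absolute log2 fold change divided by the square root of the test's F value. There were 12 main comparisons, each changing 1 factor, and 3 interactions. CPM values are counts scaled to the TMM-adjusted library size. A gene at or under 3 counts in every library of a group was treated as at the floor, and its fold change is given as a lower bound. Counts of estimated reads carry counting error, and reads without molecular identifiers are not independent molecules, so the spread between replicates was used for every test.

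Gene lists were fixed before the data were examined, as were the groups, the tests, the naming rule and the first set of alternatives below. They were a naive list of 17 genes, a primed list of 16, an ERK response list of 20 (19 tested), a germ layer list of 12, a general pluripotency list of 6 and a p53 list of 18. One list member was found under an older symbol. Each list was summarised by the median log2 fold change of its tested genes and tested with fry in limma 3.58.1 on voom values, adjusted over 90 tests (6 lists in 15 comparisons). Of these, 58 had an adjusted fry p under the threshold; 45 of the 58 also passed under camera with a preset correlation of 0.01, and 25 under camera with an estimated correlation. A list score per library is the mean of log2(CPM + 1).

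The named genes are the target genes Erf, Hras and Nras (a further target gene is not reported here), members of the fixed lists (which members to name was decided after their values were seen), and, in each main comparison, the 2 genes with the largest rise and the 2 with the largest fall by fitted fold change, of which mostly the first is printed, among calls whose CPM ranges did not overlap and whose higher group reached a mean of 5 CPM. Predicted genes, pseudogenes and rows without a known symbol were passed over. With 3 libraries against 3, ranges of an unchanged gene fail to overlap in 10% of cases by chance. Of the gene rows, 53056 matched a current or older symbol in the annotation used here.

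Summaries were also computed across genes. The medium response of a line is the slope through the origin of each FA library, minus the mean of its own 2iL group, on the FA minus 2iL difference of the reference line (ERF wild type, RAS present), over the genes called for medium in that line and on the log2(CPM + 1) scale. The RAS effect with and without ERF is the slope, and the percent of genes with the same sign, of 1 set of fold changes on the other. These pairs of axes share no library. Genes were placed on chromosomes through the GENCODE M21 annotation of GRCm38, for 20220 of the tested genes. Since the build behind the deposited tables is not stated, no coordinates are printed, and the annotation served only for chromosomes, gene order and GC content.

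The first set of alternatives was DESeq2 1.42.0, RLE scaling factors, no low count filter, a stricter one (at least 10 counts in every library of a group and a mean CPM of 1), no fold minimum, only the compared groups in the model, the replicate number as a block, the deposited table of all libraries, an effective length offset, other gene sets or a pseudocount of 0.1 for the slopes, and each replicate left out in turn, with the tested genes held fixed. The further alternatives were chosen after seeing the data, namely the block with only the compared groups, counts without chromosome 8 genes, and an offset for GC content and length. GC content was known for 20220 of the 20372 tested genes.

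Whether replicate numbers pair libraries was checked by correlating their deviations from the group means. Every same-numbered pair lay over 0.1 in 4 comparisons: RAS deletion in 2iL with ERF wild type (lowest r 0.264) and with ERF knockout (0.277), and the medium comparisons of the ERF knockout line with RAS present (0.136) and RAS deleted (0.151). These correlations are across genes, which are not independent replicates. The labels do not say what a replicate number stands for. In the other 8 comparisons at least 1 pair lay below that, and the numbers were not taken as pairs.

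The steps were tested on simulated counts drawn with 1 mean per gene over all libraries and with the real dispersions and library sizes. The genes changed 4-fold and those of the medium response had a mean CPM of at least 1, so calls among lower genes were not tested. Of 200 genes changed 4-fold, 98.5% were called in the right direction, and 3 of 20155 unchanged genes were called. A list of 17 genes made with a log2 change of -1 gave a median of -0.97. A medium response made at 0.5 gave 0.501 over the 1971 genes made to change. Those genes were not chosen by being called, so the effect of that choice on the slope was not tested. Figures were drawn with matplotlib 3.10.9.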

Results

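The libraries came from mouse embryonic stem cells with a tamoxifen-inducible Cre recombinase, in which 4-hydroxytamoxifen for 6 days is used to remove RAS. RAS proteins carry signals from growth factor receptors to the kinase ERK, and ERF is a transcriptional repressor of the ETS family that ERK inactivates. Cells were kept in 2iL, a medium with a MEK inhibitor, a GSK3 inhibitor and LIF that holds them in the naive state, or were moved for 48 hours to FA, a medium with FGF2 and Activin A that drives them toward epiblast-like cells. The design asked how the passage from 2iL to FA depends on RAS and on ERF. Total counts per library ranged from 16.2 to 29.9 M. All groups had n = 3 except ERF wild type with RAS present in FA, which had n = 2.

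The targeted genes were examined first. Erf was not lower in the libraries labelled ERF knockout. In 2iL with RAS present, Erf stood at 116 ± 17.5 CPM (SD, n = 3) in the libraries labelled ERF knockout and at 77.6 ± 7.66 CPM (SD, n = 3) with ERF wild type, a log2 difference of 0.58 (SE 0.13, edgeR quasi-likelihood adjusted p 0.00218). With RAS deleted in 2iL the difference was 0.79 (SE 0.13, edgeR adjusted p 6.89e-05). In FA the differences of -0.14 with RAS present and -0.20 with RAS deleted were within error (edgeR adjusted p 0.614 and 0.230). A count per gene cannot show a small deletion that leaves the transcript in place, so the genotype is given below as labelled.

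Hras and Nras, whose loci are described as disrupted in all lines, still had counts in every library: Hras from 188 to 743 and Nras from 95 to 1121. Hras changed by less than 2-fold in each main comparison, and Nras passed the threshold in none of the 12 main comparisons. The RAS state is given below as labelled.

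**Figure D1:**
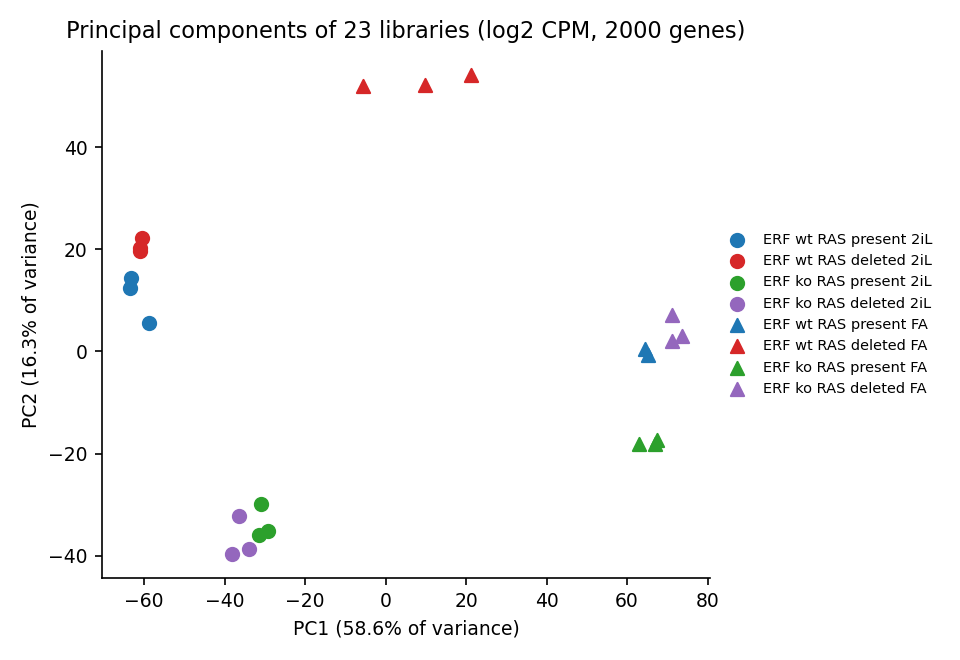
First 2 principal components of the log2 CPM of the 2000 most variable genes, 1 point per library; circles are 2iL, triangles are FA, and colours are the 4 genotypes. PC1 held 58.6% and PC2 16.3% of the variance, and the FA libraries with ERF wild type and RAS deleted lie between the 2iL libraries and the other FA libraries on PC1.

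The first principal component, with 58.6% of the variance, separated 2iL from FA. The reference line (ERF wild type, RAS present) went from -61.8 ± 2.69 (SD, n = 3) in 2iL to 64.9 ± 0.554 (SD, n = 2) in FA on this axis. With RAS deleted and ERF wild type the FA libraries reached only 8.45 ± 13.6 (SD, n = 3). The FA libraries labelled ERF knockout lay at 65.7 ± 2.51 (SD, n = 3) with RAS present and at 72 ± 1.43 (SD, n = 3) with RAS deleted. In 2iL the libraries labelled ERF knockout lay at -30.6 ± 1.15 (SD, n = 3) and -36.2 ± 2.08 (SD, n = 3), away from the 2 groups with ERF wild type.

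The medium comparisons asked which genes change between the naive and the epiblast-like condition in each genotype. In the reference line 4891 of 20372 genes were called, 2691 higher and 2200 lower in FA. The choice that moved this count most was the 2-fold minimum, without which 10075 genes passed. By fitted fold change Car4 ranked first among the rises, from 0 counts in every 2iL library to 70.3 ± 21 CPM (SD, n = 2), at least 499-fold. Cubn, ranked next, rose at least 1763-fold, so the order of such genes is not set by these counts. Ly6a ranked first among the falls, from 34.1 ± 2.85 CPM (SD, n = 3) to the floor, at least 273-fold; it belongs to a family of similar genes, among which reads could be divided. The line with ERF wild type and RAS deleted had 3371 calls, 2029 higher and 1342 lower. First by fitted fold change were Cldn2, at least 45.4-fold higher from 0 counts, and Cdx1, with a log2 change of -8.35 (SE 0.31, edgeR adjusted p 1.49e-14). The line labelled ERF knockout had 4018 calls with RAS present, 2499 higher and 1519 lower, and 5076 with RAS deleted, 2958 higher and 2118 lower. With RAS present they were Gbp2, at least 53.9-fold higher and from a family of similar genes, and Tdh, a member of the naive list, with a log2 change of -6.66 (SE 0.46, edgeR adjusted p 5.45e-09). With RAS deleted they were Lefty1, at 10.82 (SE 0.23, edgeR adjusted p 2.26e-18) and with a close paralog, and Lrrc31, at -6.85 (SE 0.38, edgeR adjusted p 2.08e-11).

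**Figure D2:**
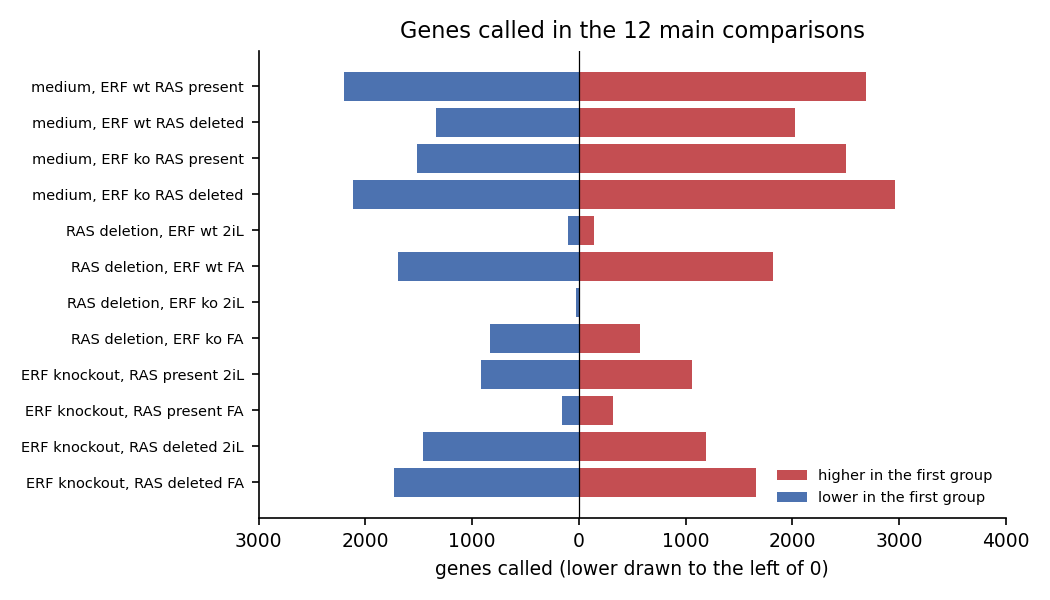
Genes called in each of the 12 main comparisons (adjusted p under 0.05 and at least 2-fold), with genes higher in the first group drawn to the right of 0 and lower ones to the left; the first group is FA, RAS deleted or ERF knockout as labelled. RAS deletion gave 244 and 43 calls in 2iL and 3518 and 1401 in FA.

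The naive list fell in FA in the reference line, with a median log2 change of -3.37 and all 17 genes lower (fry adjusted p 8.00e-12). Of these genes 16 were called, over all genes tested and also when adjusted over the list alone. The alternative that moved this value most was leaving out 1 of the 5 libraries, which gave medians from -3.42 to -3.31. With RAS deleted and ERF wild type the fall was -1.06, with 16 of 17 genes lower and 9 called, over all genes tested and also adjusted over the list alone (fry adjusted p 1.33e-08; camera with an estimated correlation, adjusted p 0.0588). In the line labelled ERF knockout the fall was -3.55 with RAS present and -3.18 with RAS deleted, with 16 genes called lower in each, over all genes tested and also adjusted over the list alone (fry adjusted p 4.88e-12 for both). Dppa3 was called higher with RAS present. The primed list rose by a median of 3.39 in the reference line, with all 16 genes higher and 14 called by both adjustments, over all genes tested and adjusted over the list alone (fry adjusted p 1.70e-09). Its rise was 2.22 with RAS deleted and ERF wild type (fry adjusted p 1.72e-07, camera with an estimated correlation adjusted p 0.101). There 15 of 16 genes were higher and 14 were called by both adjustments. The naive and primed tests in the line with RAS deleted and ERF wild type thus did not hold under camera with an estimated correlation. Camera sets a list against the other genes, while fry tests the listed genes alone. In the line labelled ERF knockout the rise of the primed list was 2.97 with RAS present (fry adjusted p 1.65e-09) and 3.36 with RAS deleted (fry adjusted p 6.09e-10). The ERK response list rose by a median of 1.02 in the reference line, 16 of 19 genes higher (fry adjusted p 4.62e-10). The germ layer list rose by 1.56, 11 of 12 genes higher (fry adjusted p 1.15e-08; camera with an estimated correlation, adjusted p 0.0288). The general pluripotency list had a median of 0.28 with 3 genes higher and 3 lower. Its fry adjusted p of 6.75e-05 did not hold under camera with an estimated correlation (adjusted p 0.782).

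**Figure D3:**
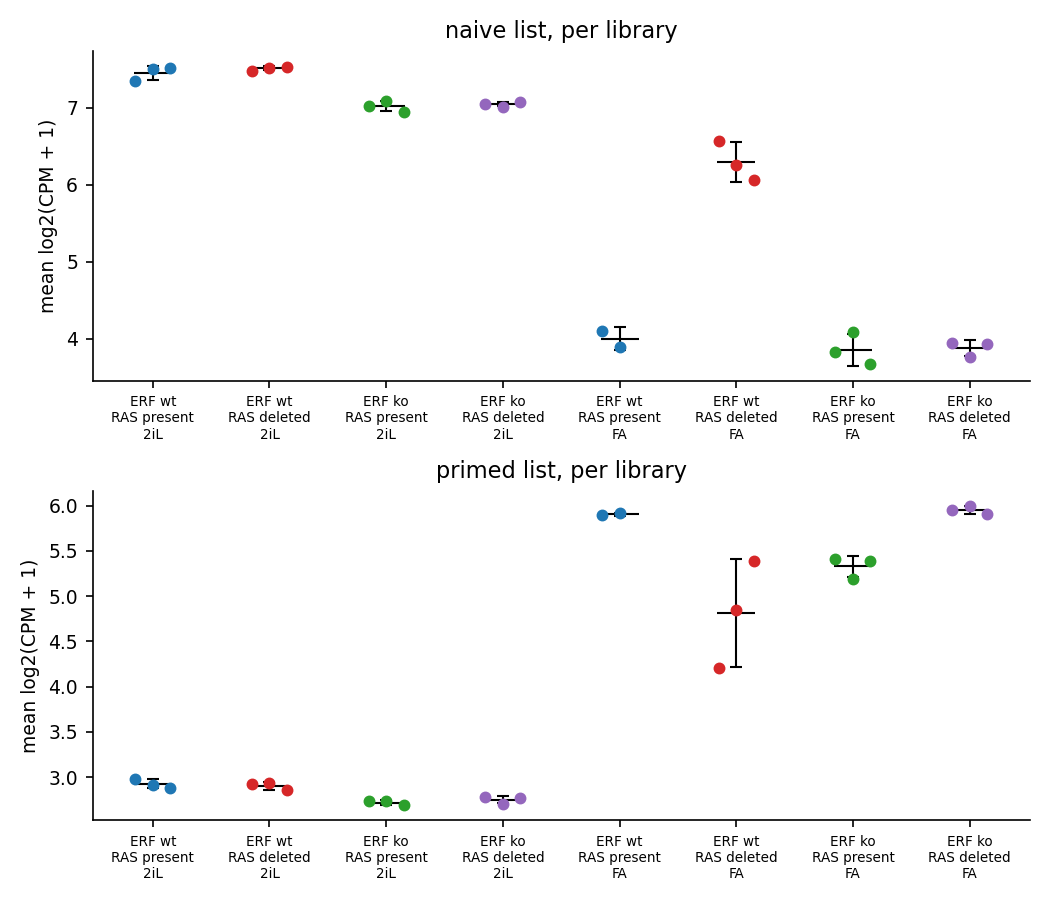
Mean log2(CPM + 1) of the naive list (top) and the primed list (bottom) per library in the 8 groups; points are libraries and black bars are the group mean and SD. In FA the naive score was 6.29 ± 0.256 with ERF wild type and RAS deleted and between 3.86 and 4.00 in the other 3 groups.

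RAS deletion was then compared within each medium and ERF genotype. In 2iL with ERF wild type 244 genes were called, 141 higher and 103 lower. This count varied with single libraries: it was 66 without replicate 1 of the RAS present group and 302 at most among the 6 fits that each left out 1 replicate. It was 157 without replicate 2 of the RAS present group, and 162, 116 and 119 without replicates 1, 2 and 3 of the RAS deleted group. Pdzrn4 rose most, from 0.617 ± 0.348 to 5.64 ± 2.30 CPM (SD, n = 3 in each group), with a log2 change of 3.22 (SE 0.40, edgeR adjusted p 6.95e-05). Ddit3 fell most, with a log2 change of -2.50 (SE 0.37, edgeR adjusted p 0.000935). In 2iL with the ERF knockout label 43 genes were called, 14 higher and 29 lower. Leaving out 1 library at a time gave 17 to 39 calls, with 17 without replicate 2 or replicate 3 of the RAS deleted group and 20 without replicate 2 or replicate 3 of the RAS present group. With the replicate number as a block and only these 2 groups, where the numbers pair the libraries, 207 genes were called. Nt5e rose most, at 1.83 (SE 0.23, edgeR adjusted p 0.000799), and Cubn fell most, at -3.22 (SE 0.51, edgeR adjusted p 0.00818).

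Neither the naive, the primed nor the ERK response list moved with RAS deletion in 2iL and ERF wild type. Their median log2 changes were 0.05, -0.04 and 0.12 (fry adjusted p 0.665, 0.788 and 0.665). The p53 list, included because a recombinase can damage DNA, had a median of 0.04 there, with 11 of 18 genes higher, 6 with an unadjusted edgeR p under 0.05 and 0 called (fry adjusted p 0.480). In 2iL with the ERF knockout label its median was 0.10, with 14 of 18 genes higher, 5 with an unadjusted edgeR p under 0.05 and 0 called (fry adjusted p 0.133). With the replicate number as a block and only these 2 groups, where the numbers pair the libraries, this test passed at a median of 0.09 (fry adjusted p 0.0152). In FA it moved in opposite directions in the 2 lines. It was higher by a median of 0.34 with ERF wild type, in 14 of 18 genes (fry adjusted p 0.000976), and lower by a median of -0.40 with the ERF knockout label, in 15 of 18 genes (fry adjusted p 7.33e-05). Neither held under camera with an estimated correlation (adjusted p 0.366 and 0.161), and the former did not pass with only the compared groups in the model (fry adjusted p 0.122). Of its genes 1 was called higher in the former and 2 lower in the latter, over all genes tested and also adjusted over the list alone. In FA with RAS present the p53 list already differed between the lines. It was higher by a median of 0.50 under the ERF knockout label, in 16 of 18 genes (fry adjusted p 5.85e-05). That test held under camera with an estimated correlation (adjusted p 0.0434). With RAS deleted its median was -0.26, lower in 14 of 18 genes (fry adjusted p 0.00211, camera adjusted p 0.406). The opposite RAS effects thus started from different levels.

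In FA, RAS deletion had a larger effect. With ERF wild type 3518 genes were called, 1820 higher and 1698 lower. Cdhr1 rose most, from 0.507 ± 0.0468 CPM (SD, n = 2) to 75.4 ± 14.2 CPM (SD, n = 3), with a log2 change of 7.19 (SE 0.37, edgeR adjusted p 6.87e-12). Cubn fell most, with a log2 change of -9.01 (SE 0.51, edgeR adjusted p 6.44e-10). The naive list was higher by a median of 2.55, with 16 of 17 genes higher (fry adjusted p 1.43e-09). Of its genes 14 were called over all genes tested and 15 adjusted over the list alone. Prdm14 rose by 5.26 (SE 0.30), Klf4 by 3.45 (SE 0.17), Esrrb by 2.83 (SE 0.16) and Nanog by 2.24 (SE 0.18), with edgeR adjusted p values from 1.23e-12 for Klf4 to 4.65e-09 for Nanog. The primed list was lower by a median of -0.91, with 12 of 16 genes lower and 8 called, over all genes tested and also adjusted over the list alone (fry adjusted p 2.14e-05; camera with an estimated correlation, adjusted p 0.210). With only the compared groups in the model this test no longer passed (fry adjusted p 0.0608). The log2 changes were -2.70 for Pou3f1 (SE 0.37) and -1.93 for Dnmt3b (SE 0.31), with edgeR adjusted p 1.81e-05 and 8.94e-05. Otx2 went the other way, at 1.03 (SE 0.19, edgeR adjusted p 0.000191), just past the 2-fold minimum; it was 0.87 without replicate 3 and 0.94 without replicate 2 of the RAS deleted group, and so not called, and 1.25 without replicate 1. The ERK response list fell by a median of -1.13, with 16 of 19 genes lower (fry adjusted p 4.19e-11). Of its genes 10 were called lower, over all genes tested and also adjusted over the list alone.

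With the ERF knockout label, RAS deletion in FA gave 1401 calls, 573 higher and 828 lower. Miat rose most, at 4.05 (SE 0.57, edgeR adjusted p 9.66e-05), and Etv4, an ERK response gene, fell most, at -5.39 (SE 0.26, edgeR adjusted p 3.06e-11). The ERK response list fell by a median of -0.86, again with 16 of 19 genes lower and 9 called, over all genes tested and also adjusted over the list alone (fry adjusted p 1.64e-09). The log2 change of Spry4 was -4.41 (SE 0.26) here and -6.52 (SE 0.29) with ERF wild type, with edgeR adjusted p 5.50e-11 and 9.99e-14. That of Spry2 was -0.65 (SE 0.14) here and -4.01 (SE 0.17) with ERF wild type, with edgeR adjusted p 0.00138 and 2.46e-13. The naive list did not move as a set: its median was 0.25, with 9 genes higher and 8 lower (fry adjusted p 0.789). Its members differed, since Nanog rose by 0.69 (SE 0.15, edgeR adjusted p 0.00187) and Tbx3 fell by 2.15 (SE 0.28, edgeR adjusted p 4.48e-05). The primed list was higher by 0.57, with 13 of 16 genes higher and 4 called by either adjustment, over all genes tested or adjusted over the list alone (fry adjusted p 0.000976; camera with an estimated correlation, adjusted p 0.252). Dnmt3b changed by 0.16, within error (edgeR adjusted p 0.717).

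The difference between these RAS effects was tested directly. In FA, 2794 genes were called for the interaction of RAS and ERF, 1282 with a more positive and 1512 with a more negative RAS effect under the ERF knockout label. The naive list had a median interaction of -2.54, negative in 17 of 17 genes (fry adjusted p 7.14e-08). The primed list had a median of 1.60, positive in 14 of 16 genes (fry adjusted p 1.88e-06; camera with an estimated correlation, adjusted p 0.0590). The ERK response list had a median of 0.04, with 10 genes positive and 9 negative. Fry gave an adjusted p of 0.000179 for it, which did not hold under camera with an estimated correlation (adjusted p 0.404). Over the 3518 genes called for RAS deletion with ERF wild type in FA, the RAS effect under the ERF knockout label had a slope of 0.148 on the effect with ERF wild type (SD over 3 libraries 0.00929), and 65.2% of the genes had the same sign. Of these genes 513 were also called in the same direction and 123 in the opposite direction. The slope was 0.130 over all tested genes, and between 0.101 and 0.186 when 1 FA library at a time was left out. The remaining interactions gave 2425 calls for medium by RAS with ERF wild type and 2308 for medium by ERF with RAS deleted.

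The medium response of each line was measured against that of the reference line over 4891 genes. The slope was 0.470 ± 0.0999 (SD, n = 3) with ERF wild type and RAS deleted, 0.711 ± 0.0271 (SD, n = 3) with the ERF knockout label and RAS present, and 0.768 ± 0.0119 (SD, n = 3) with the ERF knockout label and RAS deleted. Each pair of groups was separated without overlap, and a two-sided exact permutation test gave p = 0.1 for each, the smallest value that 3 libraries against 3 allow (adjusted over 3 tests, 0.1). With a pseudocount of 0.1 in place of 1 the slope of the line labelled ERF knockout with RAS deleted was 0.733. Since the genes were chosen in the reference line, where their changes are the largest by selection, a slope under 1 does not by itself show a smaller response. The slopes also start from each line's own 2iL mean. On the first principal component the 2iL groups labelled ERF knockout lay at -30.6 and -36.2, against -61.8 in the reference line. Their FA groups lay at 65.7 and 72, against 64.9. The slopes of the line labelled ERF knockout thus do not show that its FA libraries stopped short of the reference.

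**Figure D4:**
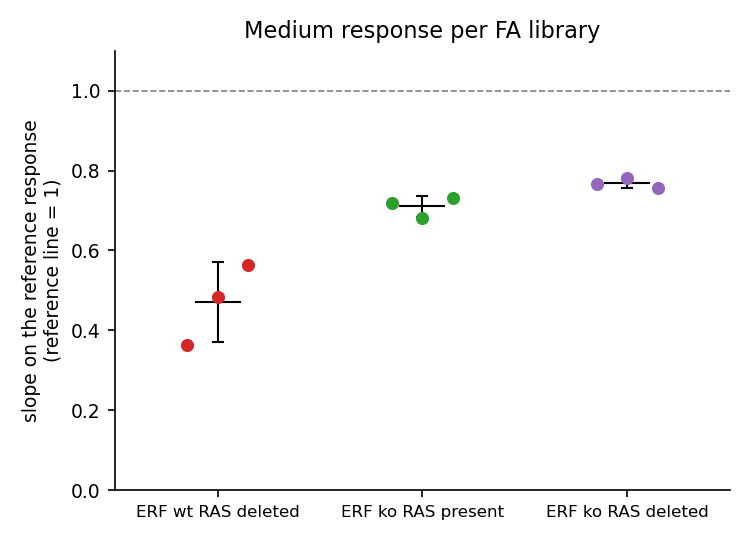
Slope of each FA library's change from its own 2iL group mean on the FA minus 2iL difference of the reference line, over 4891 genes; points are libraries, black bars are mean and SD, and the dashed line marks the reference line at 1. The libraries with ERF wild type and RAS deleted run from 0.364 to 0.563, below all libraries labelled ERF knockout.

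Libraries labelled ERF knockout were compared with ERF wild type at each RAS state and medium. In 2iL with RAS present 1980 genes were called, 1060 higher and 920 lower. First by fitted fold change were Ankrd1, at least 53.3-fold higher from at most 1 count per library, and Gata3, at -4.98 (SE 0.32, edgeR adjusted p 2.20e-10). Lin28a, of the general pluripotency list, rose by 2.96 (SE 0.36), Nanog fell by 0.77 (SE 0.15) and Dppa3 fell by 4.20 (SE 0.26), with edgeR adjusted p 1.73e-05, 0.000538 and 8.31e-10. The naive list was lower by a median of -0.29, with 11 of 17 genes lower and 2 called, over all genes tested and also adjusted over the list alone (fry adjusted p 0.00730). That test did not hold under camera with an estimated correlation (adjusted p 0.472). The primed list had a median of -0.34 and the ERK response list one of 0.04, and neither passed (fry adjusted p 0.105 and 0.289). In 2iL with RAS deleted 2644 genes were called, 1188 higher and 1456 lower. Adam23 rose most, at 5.16 (SE 0.35, edgeR adjusted p 3.09e-09), and Pdzrn4 ranked first among the falls, to the floor, at least 31.3-fold. Lin28a again rose, by 3.46 (SE 0.38), and Dppa3 fell by 5.20 (SE 0.27), with edgeR adjusted p 2.45e-06 and 5.06e-11.

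In FA with RAS present 480 genes were called, 321 higher and 159 lower. This count was 244 without replicate 2 of the group labelled ERF knockout and 266 with only the compared groups in the model. First by fitted fold change were Ankrd1, at least 53.9-fold higher, and H19, at -4.51 (SE 0.44, edgeR adjusted p 2.19e-05). The naive list did not move (median -0.15, fry adjusted p 0.422). Its median was 0.07 without replicate 1 and -0.38 without replicate 2 of the ERF wild type group. The primed list was lower by a median of -0.51, in 15 of 16 genes (fry adjusted p 0.00578; camera with an estimated correlation, adjusted p 0.152), and the ERK response list by -0.37, in 16 of 19 genes (fry adjusted p 0.000280), with 1 gene called lower in each list and 1 called higher in the latter, over all genes tested and also adjusted over the list alone. The ERK response value was -0.22 without replicate 1 of the ERF wild type group. The p53 list was higher by a median of 0.50, in 16 of 18 genes (fry adjusted p 5.85e-05). The germ layer list was lower by a median of -0.65, in 10 of 12 genes (fry adjusted p 0.000203). Both held under camera with an estimated correlation (adjusted p 0.0434 for each). In FA with RAS deleted 3385 genes were called, 1657 higher and 1728 lower. Has2 rose most, at 6.49 (SE 0.44, edgeR adjusted p 5.42e-11), and Slc26a9 ranked first among the falls, to the floor, at least 74.3-fold. The naive list was lower by a median of -2.77 in 17 of 17 genes, with 15 called, over all genes tested and also adjusted over the list alone (fry adjusted p 1.13e-10). The log2 changes were -4.62 for Prdm14 (SE 0.23), -3.05 for Klf4 (SE 0.14) and -2.72 for Esrrb (SE 0.14), with edgeR adjusted p of at most 3.67e-12. The primed list was higher by 1.05, in 14 of 16 genes, with 8 called over all genes tested and 9 adjusted over the list alone (fry adjusted p 1.87e-06; camera with an estimated correlation, adjusted p 0.164). Pou3f1 rose by 2.41 (SE 0.34) and Dnmt3b by 1.52 (SE 0.28), with edgeR adjusted p 2.74e-05 and 0.000353. The ERK response list had a median of 0.25, with 10 genes higher and 9 lower. Its fry adjusted p of 0.00572 did not hold without replicate 1 of the ERF wild type group, where the median was 0.01 (fry adjusted p 0.196), nor under camera with an estimated correlation (adjusted p 0.836).

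Chromosome 8 genes were lower in the libraries labelled ERF knockout with RAS present, by a median of -0.15 in 2iL and -0.21 in FA on the log2 scale relative to all genes (1023 tested genes). No chromosome reached a shift of 0.15 in both media. The values per library showed where this came from. In all 4 libraries numbered replicate 1 with ERF wild type, chromosome 8 lay 0.23 to 0.33 above the median of the medium, and in the other 19 libraries it lay between -0.06 and 0. Of the 1980 calls of the ERF comparison in 2iL with RAS present, 1887 lay outside chromosome 8, as did 2670 of the 2794 calls of the interaction of RAS and ERF in FA.

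**Figure D5:**
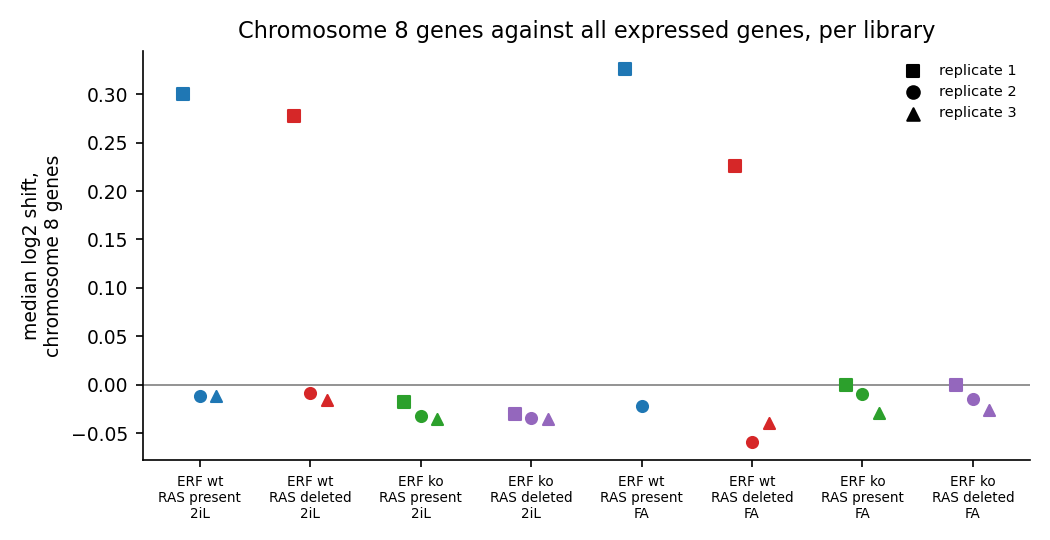
Median log2 deviation of 582 expressed chromosome 8 genes from the median of the libraries in the same medium, relative to all expressed genes, per library; squares, circles and triangles are replicates 1, 2 and 3. The 4 squares with ERF wild type lie between 0.23 and 0.33, and all other libraries at or below 0.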

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

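These 8 results stand out because an effect differed between groups and the difference itself was tested. The tests of chromosome 8, of GC content and length, of undeleted cells and of redrawn labels were written down after the values they rest on had been seen; those at equal depth and of the nearest group were written down before.

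The medium response depended on RAS with ERF wild type (2425 genes called for the interaction) and, with RAS deleted, on ERF (2308 genes). The RAS effect in FA depended on ERF (2794 genes). Technical explanations were weighed for each. Chromosome 8, higher in replicate 1 of the ERF wild type line, holds few of these genes, since 2308, 2201 and 2670 of them lay outside it. This count cannot exclude an effect of that culture on genes of other chromosomes. Leaving out 1 library at a time gave 2226 to 2474, 2075 to 2505 and 2422 to 3133 calls. The replicate 1 libraries were not left out together. A bias of GC content or gene length was also not the whole cause, since an offset for both left 2413, 2271 and 2838 genes called, of which 2306, 2103 and 2633 were among the original calls. Library size and the counts taken by Gm26917 were tested by thinning every library to 11.8 M counts without that gene. This left 2210, 2146 and 2588 genes called, of which 2045, 1970 and 2374 were among the original calls. A swapped library would lie nearer to another group, but 23 of 23 libraries lay nearest to the other libraries of their own group over 10954 expressed genes.

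For the interaction of medium and ERF with RAS deleted, ERF labels were redrawn within each medium. Of 60 splits drawn from the 200 possible, 2 gave as many genes as the real one, the real one included; that model held only these 4 groups and called 2233 genes. The other split, with 5114 genes, swapped all ERF labels in 2iL and none in FA, which turns the difference of the ERF effects into their sum; the remaining splits gave at most 1699. Splits that mix the ERF labels within a medium put the difference between the lines into the spread. Their low counts thus do not show what chance alone would give. The other 2 interactions include a group of 2 libraries and were not redrawn.

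The list results belong to the same contrast. The interaction of RAS and ERF in FA had a median of -2.54 for the naive list, 1.60 for the primed list, 1.49 for the germ layer list (11 of 12 genes positive, fry adjusted p 7.14e-08) and -0.80 for the p53 list (15 of 18 genes negative, fry adjusted p 1.73e-05). Under camera with an estimated correlation the naive and germ layer lists passed (adjusted p 0.0243 and 0.0222), and the p53 and primed lists did not (0.0714 and 0.0590). In FA with RAS present the lines already differed, by -0.51 for the primed, -0.65 for the germ layer and 0.50 for the p53 list. Each had the opposite sign to its interaction, so part of these interactions lies in the groups without deletion. Of these 4 lists, the medians at equal depth were -2.69, 1.56, 1.43 and -0.77, with the GC and length offset -2.45, 1.54, 1.39 and -0.75, and without chromosome 8 genes -2.54, 1.60, 1.16 and -0.80. The ERK response list, with a median of 0.041, had members going both ways. Its median was -0.033 with the GC and length offset and -0.038 without chromosome 8 genes, and its sign also changed when single libraries were left out, for example to -0.057 without replicate 2 of the group labelled ERF knockout with RAS present.

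Cells that escaped deletion in the libraries labelled ERF knockout could also bring the naive list back to the level of RAS present cells. They would have to make up at least 85.4% of the culture to lower the naive list as far as seen. That value takes undeleted cells to express none of the list, and a larger share is needed if they express some. Undeleted cells would keep the ERK response genes. Yet the third lowest of the 19 tested, Dusp4, kept 9.40% of its expression after deletion in FA. Of the 19 genes, 15 kept less than 85.4%. This argues against undeleted cells as the cause in FA, as far as such cells express those genes. In 2iL, where MEK is inhibited, the ERK response genes give no such limit, and undeleted cells were not tested there. What stays open is a difference between the 2 cell lines other than ERF, since each ERF genotype may be a single line and the labels name no clone. An effect of the drug that needs ERF stays open too. A role of ERF, which the design names, is a hypothesis in keeping with the interaction and was not tested apart from the line.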

How the results depend on the processing

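How the counts of other splits would be read was written down after they had been seen. Counts of calls depended most on the fold minimum and the low count filter. Without the fold minimum the medium comparisons called 10075 genes (ERF wild type, RAS present), 8757 (ERF wild type, RAS deleted), 9549 (ERF knockout, RAS present) and 11353 (ERF knockout, RAS deleted). RAS deletion then called 1161 and 8420 genes with ERF wild type in 2iL and FA, and 266 and 5369 with ERF knockout. The ERF comparisons called 5668 and 1992 genes with RAS present in 2iL and FA, and 7975 and 8725 with RAS deleted. The interactions called 4988 (medium by RAS), 5375 (medium by ERF) and 5704 (RAS by ERF). More genes pass because a criterion is dropped. With no low count filter RAS deletion in 2iL called 559 genes with ERF wild type and 240 with ERF knockout, and the ERF comparison with RAS present in FA called 881; more genes were tested. The stricter filter kept 15057 genes in the test. It gave 3227, 2135, 2573 and 3363 calls in the 4 medium comparisons in the order above, 845 for RAS deletion with ERF knockout in FA, 1307 and 1689 for ERF in 2iL with RAS present and deleted, and 2134 for ERF in FA with RAS deleted, with fewer genes tested.

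The smallest count, RAS deletion in 2iL with ERF knockout (43 calls), moved most among the other settings. It was 23 with the effective length offset, 75 with only the compared groups, 85 with DESeq2 and 51 with the offset for GC content and length. The ERF comparison with RAS present in FA fell from 480 to 266 with only the compared groups. The cause of these moves was not tested. The other 149 call counts under settings that left out no library were within 1.5 times of the count reported. RLE factors moved the share of higher calls by less than 10 percentage points and the median of all genes by under 0.1 in all 15 comparisons. The deposited table of all libraries gave identical counts in all 15, as its values are the same.

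Replicate numbers pair the libraries in 4 comparisons. There, with the replicate block and only the compared groups, an alternative chosen after seeing the data, RAS deletion in 2iL called 207 genes with ERF knockout and 360 with ERF wild type, and the medium comparisons with ERF knockout called 3555 (RAS present) and 4393 (RAS deleted). Only the first moved by over 1.5 times. In these fits the p53 list for RAS deletion in 2iL with ERF knockout newly passed at 0.089 (fry adjusted p 0.0152), and the other 8 list tests made there stayed on their side of the threshold. With the replicate block in the model of all libraries these 4 counts were 59, 358, 4078 and 5111, and the interaction of RAS and ERF gave 3016. In the other 8 comparisons, the lowest correlation of same-numbered libraries ran from -0.13 to 0.10, so the numbers were not taken as pairs, although the 4 replicate 1 libraries with ERF wild type share the shift of chromosome 8; there the block gave counts within 1.5 times of those reported, such as 697 against 480 for ERF with RAS present in FA. Under the block the slope of the RAS effect was 0.130 and the share of genes with the same sign 62.3%. With the block in the model of all libraries no list test crossed its threshold. Of the genes named here 1, Otx2 for RAS deletion with ERF wild type in FA, went under the 2-fold minimum at 0.99. That block gives a replicate number the same effect in both ERF lines, although the shift of chromosome 8 was seen in 1 line only. It thus does not test pairing within a line.

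List tests kept their direction and side of the threshold under RLE factors and the replicate block. Without a low count filter the naive list for ERF in 2iL with RAS deleted went to -0.14 and no longer passed (fry adjusted p 0.0546). With only the compared groups in the model, the primed list for RAS deletion with ERF wild type in FA no longer passed at -0.91 (fry adjusted p 0.0608), nor did the ERK response list for ERF in FA with RAS deleted at 0.078 (0.0554) or the p53 list for RAS deletion with ERF wild type in FA at 0.34 (0.122). The ERK response and primed lists for ERF in 2iL with RAS present newly passed at 0.071 and -0.41 (0.0142 and 0.00447), as did the primed list for ERF in 2iL with RAS deleted at -0.31 (0.0195). The cause was not tested, beyond the smaller number of libraries. Over all tested genes the slope of the RAS effect was 0.130 and the share with the same sign 59.3%. A pseudocount of 0.1 gave a medium response of 0.733 for ERF knockout with RAS deleted. Both chromosome 8 shifts stayed within the spread between libraries.

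Leaving out each replicate in turn moved the counts of RAS deletion in 2iL from 66 to 302 genes with ERF wild type and from 17 to 39 with ERF knockout, and those of ERF in FA with RAS present from 244 to 506. The other 12 counts stayed within 1.5 times. The lists that moved by more than the spread or crossed the threshold ranged as follows. For RAS deletion with ERF wild type in 2iL the naive list ranged from -0.011 to 0.092 and the primed list from -0.068 to 0.0029. The naive list changed sign at -0.011 without replicate 1 of the RAS present group and at -0.0034 without replicate 1 of the RAS deleted group, as did the primed list, at 0.0029, without the latter. For the interaction of RAS and ERF the ERK response list ranged from -0.14 to 0.20, with a changed sign at -0.011 without replicate 2 of ERF wild type with RAS deleted, at -0.0043 without replicate 1 of ERF knockout with RAS deleted, and at -0.057 and -0.0083 without replicates 2 and 3 of ERF knockout with RAS present. The lowest value, -0.14, came without replicate 1 of the reference group. In the same contrast the naive list ranged from -2.86 to -2.27, the germ layer list from 1.11 to 1.58 and the p53 list from -0.84 to -0.64. For medium in the reference line the ERK response list ranged from 0.91 to 1.18, the germ layer list from 1.35 to 1.97 and the primed list from 3.27 to 3.40. For RAS deletion with ERF wild type in FA the p53 list ranged from 0.23 to 0.50. For ERF in FA with RAS present the ERK response list ranged from -0.36 to -0.22 and the naive list from -0.38 to 0.068. For ERF with RAS deleted the ERK response list in FA ranged from 0.010 to 0.30 and the naive list in 2iL from -0.25 to -0.12; the latter no longer passed without replicate 1 or replicate 2 of the group labelled ERF knockout. The medium response of ERF knockout with RAS deleted ranged from 0.751 to 0.774, the slope of the RAS effect from 0.101 to 0.186, and its share with the same sign from 59.7% to 69.0%. Among single genes, 2 values in these fits fell under the 2-fold minimum, both for Otx2 for RAS deletion with ERF wild type in FA, and 289 did not change side. Where leaving out a library left 1 in the reference group in FA, no call was made.

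Other splits of the 6 libraries of each comparison of 3 against 3 were counted in models of those libraries alone. In each of the 9 comparisons 1 of the 10 splits, the real one, gave as many genes as the labels did, and other splits gave at most 1. A share under 0.1 is not possible with 10 splits. A split that mixes the 2 groups also puts their difference into the spread within its groups. Low counts in the other splits thus follow from that difference and do not show what chance alone would give. In the 4 comparisons where replicate numbers pair the libraries, 4 splits part all 3 pairs, and 1 of the 4, the real one, gave as many. Depth limits the low genes: those at or under 3 counts in a group have a lower bound as their change.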

Other observations

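The tests of chromosome 8 against a few genes, of the Erf labels and of a shift of the whole medium response were chosen after the patterns were seen. The last replaced a first test on the primed list, whose members went both ways.

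Chromosome 8 was higher in the 4 libraries numbered replicate 1 with ERF wild type, whatever the medium and RAS state. A smaller difference, not tested further, was seen on chromosome 11: it lay 0.070 to 0.095 in 2iL and 0.018 to 0.053 in FA in the 4 libraries numbered replicate 1 and labelled ERF knockout, and at most 0.0053 in the other 19. Replicate numbers may thus mark cultures in that line too. On chromosome 8, a few strong genes do not make the pattern, since at least 68.4% of the 582 expressed genes lay above 0 in each of these libraries, against 26.5 to 47.6% in the other 19. GC content and length do not make it either in these 4 libraries. After the trend of the other chromosomes was taken out, the lowest of the 4 shifts was 0.18. The other 19 libraries were not corrected in this way, and their uncorrected shifts were at most 0. An extra copy of the whole chromosome in part of the cells requires each stretch of it to be higher. Cut into 10 stretches of genes in order, the chromosome had 10 of 10 medians above 0 in all 4 libraries, from 0.12 to 0.38, while no other library had more than 5. With 1 extra copy, the shifts would correspond to 33.9 to 50.7% of the cells. A candidate explanation is therefore a culture in which part of the cells gained chromosome 8 before the treatments were divided; no DNA was measured, and nothing in the design names a biological cause. The same replicate had the lowest medium response among the FA libraries with ERF wild type and RAS deleted (0.364, against 0.483 and 0.563), so this group's spread may hold a difference between cultures; the mean was 0.523 without it.

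Erf counts were not lower under the ERF knockout label, with a log2 difference of 0.79 in 2iL with RAS deleted. An unmodified line under a wrong label and a deletion too small to lower the count cannot be told apart from counts per gene, because both leave the transcript. Swaps of single libraries are a separate matter, and 23 of 23 libraries lay nearest to their own group.

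In 2iL the libraries labelled ERF knockout lay further along the reference line's medium response. The ERF effect in 2iL with RAS deleted was set against the medium effect of the reference line, which shares no library with it. Over 4891 genes the slope was 0.192 (0.184 ± 0.00772 per library on the log2(CPM + 1) scale, SD, n = 3). It was 0.289 over the genes lower in FA and 0.131 over those higher in FA, and 63.1% of all these genes had the same sign. The slope was 0.191 without chromosome 8 genes, 0.197 with the GC and length offset and 0.183 after thinning to equal depth. The genes of chromosome 8, GC content, length and depth thus do not account for it. An effect of the replicate 1 culture on other chromosomes was not tested. The pattern was not a shift of the whole response. Of the genes called in both comparisons, 1090 had the same sign and 275 the opposite one. The naive list had a median of -0.15 and the primed list one of -0.33 there (fry adjusted p 0.0137 and 0.360; the former was 0.732 under camera with an estimated correlation), so the primed list did not rise; with genes at the floor set at their bound the primed median was -0.17. Dppa3, a naive gene, was nearly lost already in 2iL and rose in FA in the line labelled ERF knockout, by 1.53 on the log2 scale (SE 0.29, edgeR adjusted p 0.000196), while it fell by 2.84 in the reference line (SE 0.27, edgeR adjusted p 2.35e-08). These values may reflect a partial change of state in 2iL; a difference between lines other than ERF cannot be excluded, since no second line was analysed here.

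Nras counts were low in replicate 2 of both 2iL groups labelled ERF knockout, at 143 with RAS present and 95 with RAS deleted. The other 4 libraries of those groups had 516 to 919. Replicate 2 was also the lowest in both FA groups labelled ERF knockout, by a smaller margin. It had 263 counts against 425 and 452 with RAS present, and 471 against 868 and 572 with RAS deleted. Both genotypes are described as lacking N-Ras, and no explanation was tested.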
